# Critical Role for P53 in Regulating the Cell Cycle of Ground State Embryonic Stem Cells

**DOI:** 10.1016/j.stemcr.2020.01.001

**Published:** 2020-01-30

**Authors:** Menno ter Huurne, Tianran Peng, Guoqiang Yi, Guido van Mierlo, Hendrik Marks, Hendrik G. Stunnenberg

**Keywords:** embryonic stem cells, G1 checkpoint, P53, RB

## Abstract

Mouse embryonic stem cells (ESCs) grown in serum-supplemented conditions are characterized by an extremely short G1 phase due to the lack of G1-phase control. Concordantly, the G1-phase-specific P53-P21 pathway is compromised in serum ESCs. Here, we provide evidence that P53 is activated upon transition of serum ESCs to their pluripotent ground state using serum-free 2i conditions and that is required for the elongated G1 phase characteristic of ground state ESCs. RNA sequencing and chromatin immunoprecipitation sequencing analyses reveal that P53 directly regulates the expression of the retinoblastoma (RB) protein and that the hypo-phosphorylated, active RB protein plays a key role in G1-phase control. Our findings suggest that the P53-P21 pathway is active in ground state 2i ESCs and that its role in the G1-checkpoint is abolished in serum ESCs. Taken together, the data reveal a mechanism by which inactivation of P53 can lead to loss of RB and uncontrolled cell proliferation.

## Highlights

• The P53-P21 pathway is activated upon adaptation of ESCs to their pluripotent ground state.
• P53 is required for the elongated G1-phase characteristic to 2i ESCs.
• P53 binds the promoter and activates Rb1 expression.

## Introduction

Mouse embryonic stem cells (ESCs) are pluripotent and self-renewing cells derived from the inner cell mass of the mouse blastocyst. ESCs can be indefinitely maintained *in vitro* in serum medium supplemented with the cytokine leukemia inhibitory factor (LIF) (Williams et al., 1988), hereafter called serum ESCs. In the past decade, new serum-independent culture conditions have been developed (Kolodziejczyk et al., 2015, Ying et al., 2008) giving rise to different flavors of ESCs that reflect different developmental states (Habibi et al., 2013, Marks et al., 2012). Mouse ESCs cultured in chemically defined 2i medium (N2B27 with PD0325901, CHIR99021, and LIF, hereafter called 2i ESCs) (Ying et al., 2008) were shown to have an unrestricted developmental potential and are therefore hypothesized to represent the ground state of pluripotency (Habibi et al., 2013, Marks et al., 2012).

The cell cycle of ESCs cultured in the presence of serum and LIF is extremely short, mainly due to truncated Gap- (G-) phases. The short G1 phase was considered to be characteristic of pluripotent mouse ESCs (Coronado et al., 2013). We have previously shown that the short G1 phase is characteristic of serum ESCs and is the result of ERK signaling. The latter pathway is inhibited in ground state pluripotent ESCs cultured in 2i, resulting in an elongated G1 phase (Ter Huurne et al., 2017). Proteins that delay G1 progression (e.g., the CDK2-inhibitors P21 and P27) are not expressed in serum ESCs (Marks et al., 2012, Savatier et al., 1994, Stead et al., 2002, Ter Huurne et al., 2017), but can be detected in 2i cultured G1-phase ESCs and contribute to the elongation of G1 phase. The combined knockout of P21 and P27 causes a decrease in G1-phase cells in 2i ESCs (Ter Huurne et al., 2017). P21 and P27 prevent CDK-mediated phosphorylation and inactivation of the pocket proteins, and thereby activate the G1 checkpoint.

Bypass of the G1 checkpoint in serum ESCs has been attributed to the lack of a P53-mediated DNA damage response (Aladjem et al., 1998, Dulić et al., 1994, Hong and Stambrook, 2004). The observation that P21, a prominent target of P53 in G1-arrest (Waldman et al., 1995), and a “readout” of P53 activity, is highly expressed in 2i and absent in serum ESCs suggests that the role or activity of P53 may be different (Ter Huurne et al., 2017). *In vivo* studies indicate that P53 is active in the inner cell mass (ICM) during early embryonic development (Goh et al., 2012) and by extrapolation in ground state pluripotent cells that are most reminiscent of ICM. These observations are in line with growing evidence that P53 plays an important role in embryonic development and differentiation. The exact role of P53 in ground state ESCs is, however, still unclear.

Therefore, we set out to decipher the distinct roles of P53 in ground state 2i and serum conditions. We generated a P53 knockout in an ESC cell line expressing the fluorescence ubiquitination cell cycle indicator (FUCCI) reporters that allow the designation of cells throughout the different phases of the cell cycle and subsequent analysis of specific populations. Our data show that P53 plays a critical role in G1-phase progression in ground state 2i, compared with serum ESCs. Moreover, genome-wide P53 binding and the transcriptome of P53^−/−^ 2i ESCs reveal that P53 directly regulates Rb1 expression in ground state ESCs, which affects the G1 phase.

## Results

### P53 Regulates G1-Phase Progression in 2i ESCs

As a guardian of the genome, P53 minimizes the acquisition of DNA damage and plays a key role in maintaining genomic integrity in cells. A major pathway employed by P53 to prevent DNA damage is by halting G1-phase progression and S-phase entry via promoting *Cdkn1a* (coding for the P21 protein) expression, which results in the inhibition of the CYCLIN/CDK complexes (G. He et al., 2005). The elevated expression of P21 and elongated G1 phase in 2i ESCs (Ter Huurne et al., 2017) led us to hypothesize that P53 is active in 2i ESCs, but not in serum ESCs, and contributes to cell cycle regulation in the pluripotent ground state. Although the P53 protein level is surprisingly similar in these two ESC states (Figure 1A), the proteomic analysis of chromatin-associated (van Mierlo et al., 2019) and quantification of P53 protein levels in different cellular fractions indicated that the level of chromatin-bound P53 is slightly higher in 2i ESCs when compared with serum ESCs (Figure 1B).

**Figure 1:**
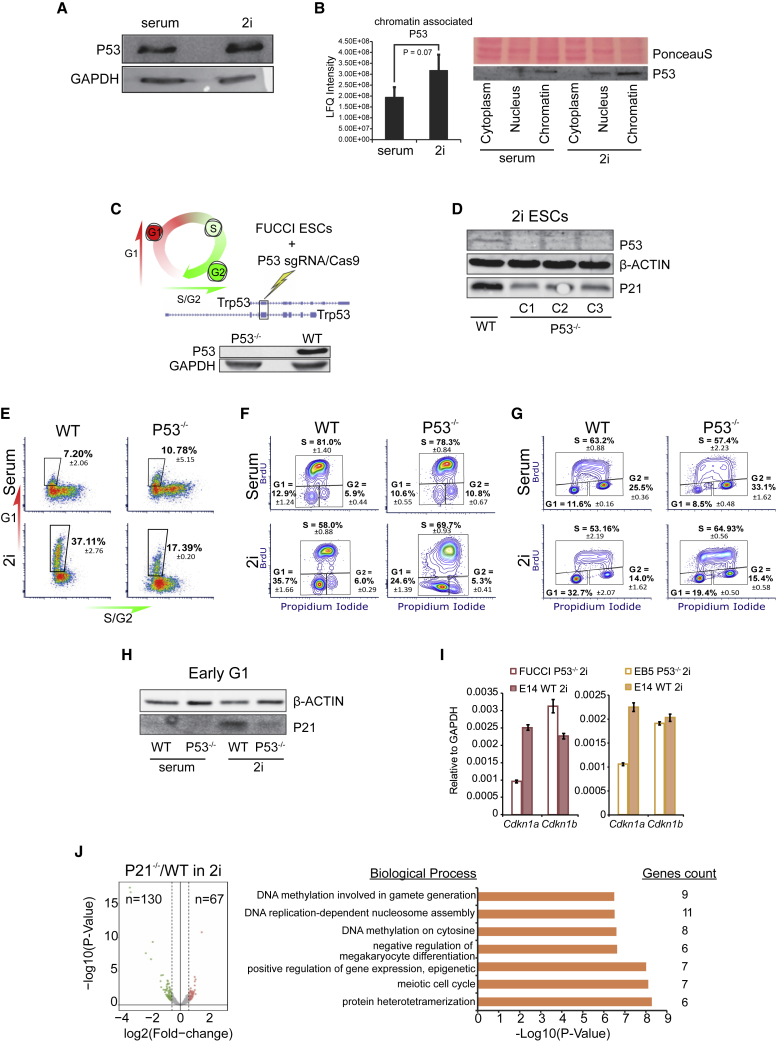
P53 Is Essential for the Elongated G1 Phase in 2i ESCs (A) Western blot (WB) of P53 level in total cell lysate of WT serum and 2i ESCs. (B and C) (B) Proteomics analysis and WB from different cellular fractions showing a higher level of chromatin-associated P53 protein in 2i ESCs compared with serum ESCs. Data from three biological replicates; significance was tested using an unpaired t test. (C) Cells in G1 phase expressing the FUCCI reporter are Kusabira Orange-positive, and cells in G2 phase are Azami Green-positive. Schematic representation of CRISPR/Cas9-mediated P53 knockout in FUCCI reporter ESCs targeting the common exon in *Trp53* isoforms, resulting in the absence of P53 as shown in the WB (P53^−/−^ clone 1). (D) Three independent P53^−/−^ clones were obtained, all showing a significant decrease in the expression of P21. (E) Analysis of FUCCI reporter expression in WT and P53^−/−^ cells. The longer G1 phase in 2i conditions (when compared with serum) is abbreviated in P53^−/−^ 2i ESCs, whereas in serum ESCs, no differences between WT and P53^−/−^ ESCs are observed. Reporter expression in P53^−/−^ clone 1 is shown (experiment performed in triplicate), which is representative for the three independent P53^−/−^ clones in at least two independent experiments. (F) Quantification of the different phases of the cell cycle in WT and P53^−/−^ (clone 1) FUCCI cells using BrdU incorporation combined with PI staining. Data from an experiment performed in triplicate that is representative for two independent clones. (G) BrdU/PI staining on WT and P53^−/−^ EB5 cells confirms the decrease in the percentage of G1-phase cells upon deletion of P53 in 2i conditions. Numbers indicate mean plus SD from a technical replicate. (H) WB showing decreased expression of P21 during G1 phase in P53^−/−^ FUCCI ESCs in 2i (P53^−/−^ clone 1). (I) RT-qPCR reveals a reduction in *Cdkn1a* mRNA levels in P53^−/−^ (clone 1) FUCCI ESCs and in the independent P53^−/−^ EB5 ESC line when compared with WT ESCs. No decrease in *Cdkn1b* mRNA was observed. Data from three technical replicates for each cell line are shown (bar graph shows mean and standard deviation). (J) Volcano plot showing transcriptome changes in P21^−/−^ G1-phase ESCs compared with the WT G1-phase ESCs cultured in 2i conditions. Each dot represents one gene. Significantly changed genes (adjusted p value <0.1 and a fold change of >1.5) are colored (downregulated genes in green and upregulated genes in red). GO clusters show the biological processes significantly enriched among the differential genes.

To determine the effect of P53 on the cell cycle of ESCs, we created three independent P53^−/−^ clones in R1 ESCs that express the FUCCI reporter constructs using the CRISPR/Cas9 gene editing system. The single guide RNAs were designed to cut the longest common exon of different *Trp53* isoforms (Figure 1C). Upon deletion of P53, a clear reduction in P21 expression was observed in 2i cells (Figure 1D). Therefore, we asked whether the G1 phase in P53^−/−^ ESCs is perturbed due to the decrease of P21. FUCCI reporter analysis of the P53^−/−^ cells showed a dramatic decrease in the number of 2i ESCs in late G1 phase (Figure 1E). Serum ESCs enter S phase prematurely and therefore lack cells in late G1 phase. Accordingly, in P53^−/−^ serum ESCs, virtually no effect on the cell cycle was observed. Because the depletion of P53 has been reported to affect the level of geminin (Shen et al., 2012), we performed classical bromodeoxyuridine (BrdU)/propidium iodide (PI) staining in wild-type (WT) and P53^−/−^ FUCCI cells in parallel (Figure 1F). The results confirm that the percentage of G1-phase cells in 2i ESCs decreases upon deletion of P53. In addition, to verify that the observed phenotype is common to P53^−/−^ ESCs and not specific to FUCCI ESCs, we made use of an independent P53^−/−^ cell line (EB5, kindly provided by Hitoshi Niwa from Kumamoto University) to assess the distribution of cells over the different phases of the cell cycle using BrdU/PI staining. In 2i conditions, the number of cells in G1 phase was significantly lower in P53^−/−^ compared with WT ESCs, further confirming our previous observations (Figure 1G). Loss of P53 in serum ESCs had no measurable effect on the cell cycle (Figures 1E–1G). Because P21 is primarily expressed during G1 phase in 2i ESCs (Ter Huurne et al., 2017), the observed decreased expression in P53^−/−^ ESCs could be the result of the diminished number of cells in the G1 phase. A western blot on G1-phase sorted cells shows that the expression of P21 is lowered specifically in 2i G1-phase cells (Figure 1H). Our previous study showed that deletion of P21 is not sufficient to significantly shorten the G1 phase, but requires the deletion of both P21 and P27 (Ter Huurne et al., 2017); however, the *Cdkn1b* mRNA expression level was either slightly increased (R1-FUCCI P53^−/−^) or not affected (EB5 P53^−/−^ cells) (Figure 1I). Furthermore, transcriptome analysis on WT and P21^−/−^ G1-phase ESCs displayed only mild changes in the gene expression, with ∼130 were decreased and 67 were increased genes (Huang et al., 2008, Huang et al., 2009) (Figure 1J).

Taken together, we show that the P53 deficiency accelerates the G1 phase in 2i cells while no clear effect was observed in serum ESCs. Although P21 is downregulated upon deletion of P53, this alone is not sufficient to abbreviate the G1 phase, indicating that P53 may regulate the cell cycle in part independent of P21.

### Genes Involved in Cell Cycle Control Are Affected upon Deletion of P53 in 2i ESCs

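RNA was sequenced from WT and P53-/- R1 ESCs that carry the FUCCI reporters, a pair of fluorescent proteins that mark the phases of the cell cycle, after sorting of the cells in G1 phase. Each of the 4 groups (WT serum, P53-/- serum, WT 2i and P53-/- 2i) had 2 libraries, prepared from total RNA after depletion of ribosomal RNA. The authors deposited FPKM values (fragments per kilobase of transcript, scaled by the number of mapped fragments) for 24881 gene symbols in the 8 libraries. The aligner, the counting tool and the genome build are not named in the paper's text or in the sample labels. The legend of Fig. 2 names P53-/- clones 1 and 2 for the RNA-seq, and the table does not say which clone each library came from. The libraries of a group are numbered here by the order in which they are listed. FPKM values hold no counts, and the depth was estimated from the steps between the lowest values of genes with a single transcript. It came to about 9,800,000 and 5,400,000 fragments for P53-/- 2i, 7,800,000 and 5,100,000 for WT 2i, 12,300,000 and 9,300,000 for P53-/- serum, and 13,500,000 and 7,100,000 for WT serum, up to a factor common to the 8 libraries. Between 15181 and 15792 genes had a value above 0 in a library. The values were used as log2(FPKM + 0.1), and the 12572 genes with a mean FPKM of at least 0.5 were tested with limma in 1 fit of the 4 groups. *Trp53*, which encodes P53, lies on the plus strand of chromosome 11 of GRCm38, from 69580359 to 69591873. Its FPKM was 7.25 and 1.88 in the P53-/- 2i libraries and 26.8 and 33.7 in the WT 2i libraries, a log2 fold change of −2.98 (standard error 0.74, limma adjusted p = 0.0547). In serum it was 16.8 and 3.68 in P53-/- and 77.6 and 75.1 in WT, a log2 fold change of −3.26 with an adjusted p of 0.15 from limma. The adjusted p for 2i ran from 0.0338 to 0.163 over the alternative settings, and the highest came from a fit of the 2i libraries alone.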

To determine the impact of P53 depletion on the transcriptome of serum- and 2i ESCs, we carried out RNA sequencing (RNA-seq) on G1-phase sorted WT and P53^−/−^ ESCs in both culture conditions. 

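In the principal component analysis, genes were centred and not scaled. PC1 held 65.7% of the variance and separated the culture conditions, and PC2 held 10.9%. On PC2 the P53-/- 2i libraries had a mean of 46.7 ± 1.9 (SD, n = 2) and the WT 2i libraries a mean of −41.2 ± 27.3 (SD, n = 2), which left a distance of 87.9 between the means. The means in serum were 13.3 ± 3.8 (SD, n = 2) for P53-/- and −18.8 ± 11.2 (SD, n = 2) for WT, a distance of 32.1. The distance in 2i was therefore 2.74 times that in serum, with an SD of 1.08 over the pairings of single libraries. The WT 2i libraries lay at −21.9 and −60.5, and the ratio was 3.56 without the first and 1.73 without the second. Quantile normalization moved the ratio most among the settings that kept all libraries, to 3.29. An exact permutation test of 2 libraries against 2 cannot reach p = 0.05, since its smallest two-sided p is 0.33. Over all genes tested, the Euclidean distance between the P53-/- and WT means was 93.4 in 2i and 71.8 in serum. The distances between the single libraries of 1 group ran from 75.5 in P53-/- 2i to 108 in WT serum. Means of 2 libraries vary less than single libraries, so these distances cannot be set directly against those between means.

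**Figure D1:**
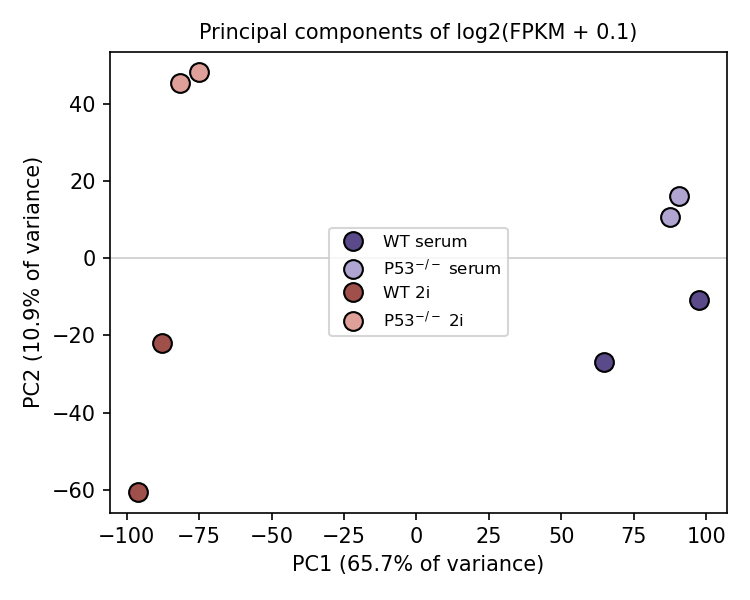
Each point is 1 library, placed by its score on PC1 (65.7% of the variance, x axis) and PC2 (10.9%, y axis) of log2(FPKM + 0.1), and its color gives the genotype and culture. The P53-/- 2i points lie near 46.7 on PC2, the WT 2i points at −21.9 and −60.5, and the serum points between −26.8 and 16.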

The principal component analysis plot shows that the change in transcriptome between WT and P53^−/−^ is larger in 2i conditions compared with serum conditions (Figure 2A; PC2). Differential expression analysis identified 1,430 significantly differentially expressed (DE) genes in 2i WT versus P53^−/−^, while only 321 DE genes were found in serum WT versus P53^−/−^ (fold change >1.5, adjusted p value <0.1) (Figure 2B). 

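With these thresholds, 1299 genes were called in 2i, of which 751 were lower and 548 higher in P53-/-. In serum 128 genes were called, 111 lower and 17 higher. At an unadjusted p under 0.05, the numbers were 3173 in 2i and 1422 in serum. The median SD between the libraries of a group was 0.178 on the log2 scale in WT 2i, 0.143 in P53-/- 2i, 0.106 in WT serum and 0.159 in P53-/- serum. A fit of only the libraries of 1 culture moved the counts most, to 193 genes in 2i and 37 in serum. *Eda2r* had the largest fall in 2i among called genes, from FPKM values of 34.4 and 39.5 in WT to 0.0485 and 0 in P53-/-, a log2 fold change of −8.25 (standard error 0.31, limma adjusted p = 1.52e-05). This fold change depends on the pseudocount and was −5.21 with a pseudocount of 1. *Anxa8* (log2 fold change −7.05), *Cd80* (−6.46) and *Serpine2* (−5.79) were among the next, and each was listed at 0 in P53-/- 2i library 2. With a pseudocount of 1 their log2 fold changes were −4.1, −3.56 and −3.06. *Eif2s3y*, a gene of chromosome Y, was listed at 0 in the 4 P53-/- libraries and at 1.66 and 18.3 FPKM in WT 2i, so that 1 WT library decides its level. The largest rises in 2i were those of *Snord45b*, *Snord37*, *Snora61*, *AF357426* and *DQ267102*, small RNA genes that were listed at 0 in both WT 2i libraries. *Snora61*, for example, had 3330 and 3290 FPKM in P53-/- 2i and 6820 and 11000 in WT serum. In serum, *Eda2r* had a log2 fold change of −7.71 (standard error 0.31, limma adjusted p = 6.55e-05), or −5.63 with a pseudocount of 1. *Mir34a* had 163 and 490 FPKM in WT serum, *Mir24-2* had 260 and 83.3, and both were listed at 0 in the other 6 libraries. *Ddx3y*, also on chromosome Y, had 5.51 and 6.41 FPKM in WT serum and was listed at 0 in P53-/-. Among called genes with a mean FPKM of at least 1, the largest rises in serum were smaller, with log2 fold changes of 2.36 for *Ly6k*, 2.11 for *Aurkc*, 1.65 for *Sh3bgrl*, 1.36 for *Hormad2* and 1.18 for *Stk31* and limma adjusted p values from 0.0375 to 0.0972. *Ly6k* was lower in P53-/- than in WT in 2i (log2 fold change −1.40, limma adjusted p = 0.0972), and the difference between the cultures had an adjusted p of 0.102 in limma.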

Over half (175 of 321) of DE genes in serum were also found to be differentially expressed in 2i ESCs (Figure 2C). In addition, the fraction of genes differentially expressed between WT and P53^−/−^ was higher in 2i compared with serum (Figure 2D), suggesting a more extensive role of P53 in 2i conditions.

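Of the 128 genes called in serum, 91 (71.1%) were also called in 2i. By chance 13.2 would be shared among the genes tested (one-sided Fisher's exact test, p = 5.37e-61). This test takes the 2 sets of calls as independent. They used the same estimate of the spread of each gene, which favors calls of the same genes in both. A difference of the P53-/- clones that does not stem from P53 could also be shared. Of these 91 genes, 85 were lower in P53-/- in both cultures, 5 were higher in both, and *Ly6k* changed in opposite directions. With a pseudocount of 1 or 0.01, with a mean FPKM of at least 1 or in fits of only the libraries of 1 culture, all shared genes changed in the same direction. A further 1208 genes were called in 2i alone and 37 in serum alone. Most genes called in 1 culture changed in the same direction in the other. This held for 121 of the 128 serum genes (94.5%) and for 963 of the 1299 2i genes (74.1%). The genes that fell in 2i had a median log2 fold change of −1.22 there and of −0.31 in serum. For those that rose in 2i, the medians were 0.84 in 2i and 0.18 in serum. These genes were chosen for their change in 2i, which favors larger medians there. The medians therefore do not compare the size of the effect between the cultures. With only the libraries of 1 culture in each fit, which share no estimate of the spread, 20 genes were shared and 0.568 were expected.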

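Of the genes tested, 5.97% were called as lower and 4.36% as higher in P53-/- 2i, against 0.883% and 0.135% in serum. At a log2 fold change beyond 1, the fractions were 3.84% lower and 1.55% higher in 2i, and 0.708% and 0.0557% in serum. Beyond 2 on the log2 scale, they were 1.08% and 0.39% in 2i, and 0.35% and 0.0239% in serum. The last fractions depend on the pseudocount, and with a pseudocount of 1 they were 0.342% and 0.207% in 2i, and 0.143% and 0.00795% in serum. In fits of only the libraries of 1 culture, 1.07% of the genes were called as lower and 0.469% as higher in 2i, and 0.278% and 0.0159% in serum. Whether the effect of P53 loss differs between the cultures was tested for each gene as an interaction. With the same thresholds 26 genes passed, 13 in each direction, and 1651 genes had an unadjusted p under 0.05. Of the 13 with a positive interaction, 9 were small RNA genes. In a fit without small RNA genes, added after the values had been seen, 13 were positive and 27 negative. A pseudocount of 1 moved the number of genes that passed most, to 66. The largest interactions toward a stronger fall in 2i were those of *Anxa8* (−5.11 on the log2 scale, standard error 0.76, limma adjusted p = 0.0947), *Adam23* (−4.34, standard error 0.23, limma adjusted p = 0.000317) and *Dapk1* (−3.53, standard error 0.36, limma adjusted p = 0.0109). *Anxa8* was listed at 0 in both P53-/- serum libraries, and with a pseudocount of 0.01 its limma adjusted p was 0.343, the highest in a range from 0.00264. *Adam23* had 6.52 and 5.69 FPKM in WT 2i and 0.0962 and 0.0856 in P53-/- 2i, while in serum it had 24.6 and 26.1 in WT and 14.8 and 16.9 in P53-/-. *Dapk1* had 3.84 and 5.77 FPKM in WT 2i, 0.205 and 0.135 in P53-/- 2i, 8.17 and 8.73 in WT serum and 5.14 and 5.62 in P53-/- serum. The 3 largest interactions in the other direction were small RNA genes listed at 0 in WT 2i (*Snord45b*, *Snord37* and *Snora61*), for which no fold change is given.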

**Figure 2:**
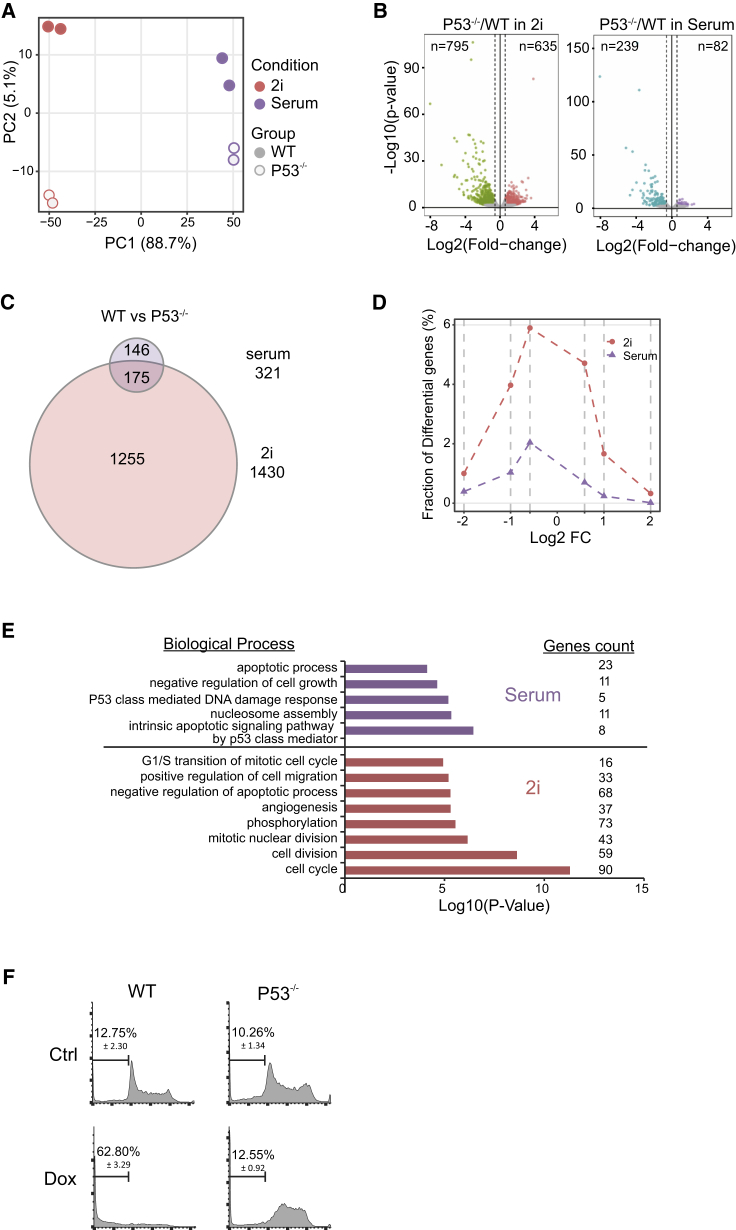
Genes Differentially Expressed in P53^−/−^ ESCs (A) Principal component analysis on gene expression of WT and P53^−/−^ G1-phase ESCs cultured in serum and 2i conditions. (B) Volcano plot showing the transcriptome changes in 2i or serum P53^−/−^ G1-phase ESCs compared with WT. Each dot represents one gene. Significantly changed genes (adjusted p value <0.1 and a fold change of 1.5) are colored (downregulated genes in green/blue and upregulated genes in red/purple). (C) Venn diagram showing the overlap of DE genes in serum and 2i. (D) Fraction distribution showing the fraction of genes differentially expressed between WT and P53^−/−^ ESCs cultured in either serum or 2i. (E) GO analysis revealing the significant biological processes in serum or 2i ESCs. Number of genes present for each category are indicated at the right. For the RNA-seq analysis, we made use of P53^−/−^ FUCCI (clones 1 and 2). (F) Serum WT and P53^−/−^ FUCCI (clone 1) ESCs treated with or without doxorubicin (1μM, 16 h), stained by PI and analyzed on fluorescence-activated cell sorting to assess apoptosis. Experiment performed in triplicate, numbers indicate mean percentage apoptotic ESCs (sub-G1 phase) plus SD. At least two independent experiments showed similar results.

To gain a deeper understanding of the biological processes involving P53 in serum as well as in 2i, we performed gene ontology (GO) analysis on DE genes (Figure 2E). 

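Hand-written gene lists, fixed without reference to the FPKM values, were tested for an excess among the genes that fell in P53-/-. They are not GO terms, which were not available here. Of the 62 apoptosis genes tested, 13 were called as lower in 2i, where 3.7 were expected (one-sided Fisher's exact test, adjusted p = 0.000302 over 20 list tests). In serum 9 of the 62 were called as lower, against 0.547 expected (Fisher's exact test, adjusted p = 2.15e-08). *Eda2r*, *Bbc3*, *Phlda3*, *Trp53inp1*, *Zmat3*, *Perp*, *Tnfrsf10b*, *Aen* and *Apaf1* were called in both cultures. Those called as lower in 2i only included *Dapk1*, *Pidd1* and *Bax*, and *Bnip3* was higher. A list of P53 target genes gave 32 of 46 genes lower in 2i, with 2.75 expected (Fisher's exact test, adjusted p = 3.96e-28), and 21 lower in serum, with 0.406 expected (adjusted p = 1.15e-30). Their median log2 fold change was −1.33 in 2i and −1.05 in serum, and the difference between the cultures did not pass limma's camera test (adjusted p = 0.212) or fry (0.166). For the apoptosis list and the Reactome apoptosis pathway the adjusted p was 0.634 and 0.0345 under camera and 0.359 and 0.158 under fry. The Reactome pathway had a median interaction of 0.11, with 45 of 124 genes below 0, so it did not point to a stronger fall in 2i. The lists overlap, and the 13 shared genes tested account for 11 of the 13 apoptosis genes lower in 2i and all 9 in serum. Both lists passed in both cultures under the alternatives. A fit of only the serum libraries moved Fisher's exact test of the apoptosis list in serum most, to an adjusted p of 0.000125, in a range from 8.9e-11. The Reactome apoptosis pathway, counted in both directions, did not pass, with 10 of 124 genes called in 2i (12.8 expected, Fisher's exact test, adjusted p = 0.985) and 2 in serum (1.26 expected, adjusted p = 0.601), and counted among falling genes the adjusted p was 0.892 and 0.544.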

In both serum and 2i conditions, genes downregulated in the P53^−/−^ cells are enriched for apoptosis-related processes. In line with these findings, the loss of P53 prevents apoptosis in both serum and 2i conditions upon doxorubicin treatment (1μM, 16 h), as evident from the dramatic decrease in the number of cells in sub-G1 phase. In contrast to WT cells, the majority of P53^−/−^ cells stall in S and G2 phase after treatment with doxorubicin (Figure 2F for serum conditions; 2i conditions are not shown), which is in line with recent findings showing that the loss of P53 does not affect doxorubicin-induced G2/M arrest but can abolish apoptosis of both primed and naive-state ESCs (He et al., 2016). The analysis of the DE genes furthermore revealed that the set of genes differentially expressed in 2i conditions is most significantly enriched for genes involved cell cycle processes, which is not obtained for serum-cultured ESCs. Thus, genes involved in the cell proliferation are highly affected in the G1 cells of 2i ESCs due to loss of P53.

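Of 97 cell cycle genes, 43 with a peak of expression in S phase and 54 in G2/M phase, 18 were called in 2i, where 10 were expected (one-sided Fisher's exact test, adjusted p = 0.0281). In serum 1 was called, with 0.988 expected (Fisher's exact test, adjusted p = 0.795). In 2i 15 of the 18 were higher in P53-/-. They comprised 13 G2/M genes, *Cdc20*, *Gas2l3*, *Anln*, *Cdc25c*, *Cks1b*, *Kif23*, *Cks2*, *Kif2c*, *Ttk*, *Ect2*, *Ccnb2*, *Bub1* and *Cenpa*, and the S-phase genes *Gmnn* and *Ccne2*. The G2/M genes *Psrc1* (log2 fold change −3.61, limma adjusted p = 0.000164), *Gtse1* (−1.55, limma adjusted p = 0.00639) and *Ckap2* (−0.85, limma adjusted p = 0.0217) were lower, and *Psrc1* was also the gene called in serum. The median log2 fold change in 2i was 0.39 for the G2/M genes and 0.26 for the S-phase genes. The excess in 2i did not pass with quantile normalization (adjusted p = 0.338), with a fit of only the 2i libraries (0.467), without the trend in the variance (0.178), without small RNA genes (0.0697) or with values centred on chromosome medians (0.191), in a range of Fisher's exact test values from 0.0074. The Reactome cell cycle pathway had 57 of 470 genes called in 2i (48.6 expected, Fisher's exact test, adjusted p = 0.279) and 6 in serum (4.79 expected, adjusted p = 0.601). For the difference between cultures, no gene of the 97 passed the interaction test and 33 had an unadjusted p under 0.05. Their median interaction was 0.29, with 16 of 97 genes below 0. As a set they passed camera, which uses a preset correlation of 0.01 between genes (adjusted p = 8.63e-10), and missed the threshold of 0.05 under fry, which estimates the correlation (adjusted p = 0.0604). The same held for the Reactome cell cycle pathway (camera 0.000308, fry 0.0902) and for nucleosome assembly (camera 0.0292, fry 0.322). The Reactome nucleosome assembly pathway had 4 of 40 genes called in 2i (4.13 expected) and 0 in serum, where 5 had an unadjusted p under 0.05.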

### P53 Activates *Rb1* to Elongate G1 Phase in 2i ESCs

The differences in cell cycle and transcriptome between P53^−/−^ and WT ESCs indicate that P53 is essential for the elongated G1 phase in 2i conditions compared with serum ESCs. Although there was a substantial decrease in the expression of P21 in the P53^−/−^ ESCs, the sole loss of P21 cannot explain the changes in the cell cycle (Ter Huurne et al., 2017). 

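Of the 14 genes of Fig. 3A, 5 were called in 2i over all genes tested, and 6 when adjusted over the list alone. The second number is not independent evidence, since the figure was drawn from these libraries. *Ccnd2* had 0.0348 and 0.0929 FPKM in P53-/- 2i and 0.294 and 0.29 in WT 2i, a log2 fold change of −1.28 (standard error 0.28, limma adjusted p = 0.0381). These levels are low, and with a pseudocount of 1 the log2 fold change was −0.28 and the gene was not called. Nor was *Ccnd2* called in a fit of only the 2i libraries (limma adjusted p = 0.117). *Ccne2* rose from 12 ± 1.73 (SD, n = 2) to 21.7 ± 6.21 FPKM (SD, n = 2), a log2 fold change of 0.83 (standard error 0.21, limma adjusted p = 0.0559). *Cdkn1b* rose from 15.2 ± 1.31 (SD, n = 2) to 23 ± 0.76 FPKM (SD, n = 2), a log2 fold change of 0.60 (standard error 0.12, limma adjusted p = 0.0314), close to the threshold of 1.5-fold. It was not called with a pseudocount of 1, with quantile normalization, in a fit of only the 2i libraries or with values centred on chromosome medians, and *Ccne2* was not called in a fit of only the 2i libraries or without the trend. The others of the 14 were *Cdkn1a* and *Rbl2*, which were called, and *Rb1*, *Rbl1*, *Nanog*, *Myc*, *Ccne1*, *E2f2*, *E2f3*, *E2f4* and *E2f7*, which were not. Outside *Rb1*, the genes not called had log2 fold changes from −0.39 for *Nanog* to 0.45 for *E2f3*. The directions of *Ccne1*, *E2f2*, *E2f4*, *E2f7* and *Myc* in 2i depended on which library was left out. For the interaction with culture, none of the 14 was called over all genes tested, 3 had an unadjusted p under 0.05, and *Ccnd2* passed when adjusted over the list alone (−1.53 on the log2 scale, limma adjusted p = 0.0699).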

Besides *Cdkn1a* (P21), a range of genes involved in cell cycle regulation are differentially expressed between P53^−/−^ and WT in 2i-cultured cells (Figure 3A). To identify direct targets of P53 connected to the cell cycle control, we performed P53 chromatin immunoprecipitation sequencing (ChIP-seq) in serum and 2i ESCs. The number of P53 binding sites is significantly higher in 2i (3,595 versus 1,347 in serum), supporting our previous observations that P53 has a more prominent role in 2i conditions compared with serum conditions. Higher general chromatin accessibility due to differences in epigenetic make-up (e.g., the lowered level of DNA methylation in 2i conditions) (Habibi et al., 2013, Leitch et al., 2013), could contribute to the increased binding of P53 in 2i. To identify the genes that are likely under direct regulation of P53, we annotated the P53 ChIP-seq binding sites using HOMER (Heinz et al., 2010). The result shows that 386 genes with P53 binding in their promoters or enhancers are also differentially expressed in 2i P53^−/−^ ESCs (Figure 3B). Out of these 386 genes, 129 have a higher P53 ChIP-seq signal in serum (cluster 1), whereas 257 have a higher ChIP-seq signal in 2i (cluster 2).

**Figure 3:**
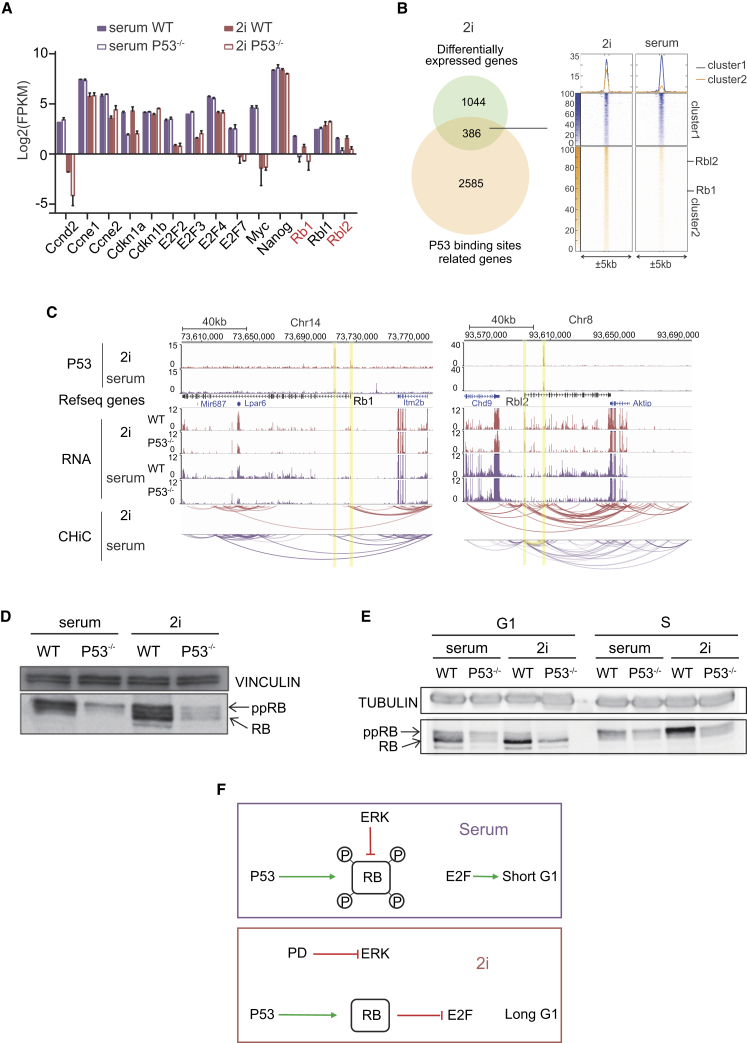
P53 Activates *Rb1* to Elongate G1 Phase in 2i ESCs (A) Bar graph showing differential expression of cell cycle and other regulators in serum and 2i cultured WT and P53^−/−^ ESCs during G1 phase. The expression of *Rb1*, *Rbl2*, and *Cdkn1a* (P21) is decreased in P53^−/−^ both in serum and 2i ESCs. (B and C) (B) A total of 2,585 genes are associated with P53 binding sites, 386 of these genes are expressed differentially in 2i P53^−/−^ compared with 2i WT cells. (C) ChIP-seq and Capture HiC indicate that P53 binds regions that locate or interact with the TSS of *Rb1* and *Rbl2*. (D) WB showing that the protein level of hyper-phosphorylated RB (ppRB) and hypo-phosphorylated RB (RB) is reduced in P53^−/−^ FUCCI ESCs (clone 1) in serum and 2i, respectively. (E) WB showing the protein level of RB throughout the cell cycle in P53^−/−^ (clone 1) and WT FUCCI ESCs in serum and 2i conditions. At least two independent experiments showed similar results. (F) Proposed model that displays the role of P53 and Rb1 in ESC cell cycle control.

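*Cdkn1a* lies on the plus strand of chromosome 17 of GRCm38, from 29090976 to 29100727. In 2i its FPKM was 19.9 ± 5.64 (SD, n = 2) in WT and 4.1 ± 0.763 (SD, n = 2) in P53-/-, a log2 fold change of −2.24 (standard error 0.22, limma adjusted p = 0.00218). In serum it was 17.4 ± 1.71 (SD, n = 2) in WT and 3.75 ± 0.255 (SD, n = 2) in P53-/-, a log2 fold change of −2.18 (standard error 0.22, limma adjusted p = 0.00601). The fall did not differ detectably between the cultures, with an interaction of −0.05 on the log2 scale (standard error 0.32, limma adjusted p = 0.964). Nor did the WT level, which was 0.17 higher in 2i on the log2 scale (limma adjusted p = 0.536). With each library left out in turn, the log2 fold change stayed between −2.53 and −1.95 in 2i and between −2.28 and −2.08 in serum. Of the 14 genes of the panel, *Cdkn1a* was the one called in serum over all genes tested. *Rb1* and *Rbl2* were called there when adjusted over the list alone.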

Subsequent GO-term analysis revealed that this set of 386 genes was significantly enriched for genes that regulate cell cycle arrest (10 genes with a Benjamini corrected p value of 9.6 × 10^−3^). Interestingly, *Rb1* is among those genes. 

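*Rb1* lies on the minus strand of chromosome 14 of GRCm38, from 73183673 to 73325822, and *Rbl2* on the plus strand of chromosome 8, from 91070057 to 91123844. Both were low in the G1-phase libraries. At the estimated depth, about 18 to 205 fragments per library lay behind the values of *Rb1* and 42 to 200 behind those of *Rbl2*. In 2i, *Rb1* had 1.64 ± 0.286 FPKM (SD, n = 2) in WT and 0.659 ± 0.379 (SD, n = 2) in P53-/-, a log2 fold change of −1.29 (standard error 0.41). Its limma adjusted p was 0.102 over all genes tested, so that it was not called, and 0.0337 when adjusted over the list alone. In serum, *Rb1* had 3.38 ± 0.173 FPKM (SD, n = 2) in WT and 0.866 ± 0.306 (SD, n = 2) in P53-/-, a log2 fold change of −1.88 (standard error 0.41). The limma adjusted p was 0.13 over all genes tested and 0.0117 when adjusted over the list alone. The fall in 2i rested more on 1 library than that in serum: without P53-/- 2i library 1 it was −0.75, and in serum the values without 1 library ran from −2.21 to −1.56. A pseudocount of 1 gave *Rb1* a limma adjusted p of 0.0933 in 2i, where the alternatives ran from 0.0849 to 0.234, and of 0.0689 in serum, where they ran up to 0.223, so that it was called in both. In the first-listed P53-/- library of each culture, the median gene of chromosome 14 had a log2 ratio of −0.33 to WT, and *Rb1* fell beyond the median of its chromosome by −0.68 to −1.91 over the 4 P53-/- libraries. *Rbl2* had 2.98 ± 0.503 FPKM (SD, n = 2) in WT 2i and 1.41 ± 0.23 (SD, n = 2) in P53-/- 2i, a log2 fold change of −1.03 (standard error 0.25, limma adjusted p = 0.051, 0.0116 over the list alone). In serum it had 2.87 ± 0.208 FPKM (SD, n = 2) in WT and 1.3 ± 0.212 (SD, n = 2) in P53-/-, a log2 fold change of −1.09 (standard error 0.25, limma adjusted p = 0.15, 0.0117 over the list alone), and was not called. In a fit of only the 2i libraries, *Rbl2* was not called in 2i either, with a limma adjusted p of 0.173 in a range from 0.045. Every P53-/- library lay below every WT library of its culture for both genes. The interaction with culture was 0.60 for *Rb1* (limma adjusted p = 0.701) and 0.06 for *Rbl2* (limma adjusted p = 0.964). The paper proposes that P53 activates *Rb1* to lengthen G1 phase in 2i ESCs (Fig. 3F). It draws on the lower transcript levels and the lower levels of RB protein (Fig. 3D and 3E). It also draws on the binding of P53 at regions that lie at or contact the TSS of both genes (Fig. 3C). For the limit to 2i, it points to RB phosphorylation, with mostly the inactive hyper-phosphorylated form in serum and active hypo-phosphorylated RB also found in 2i. In serum, the paper saw no measurable cell cycle change after P53 loss.

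**Figure D2:**
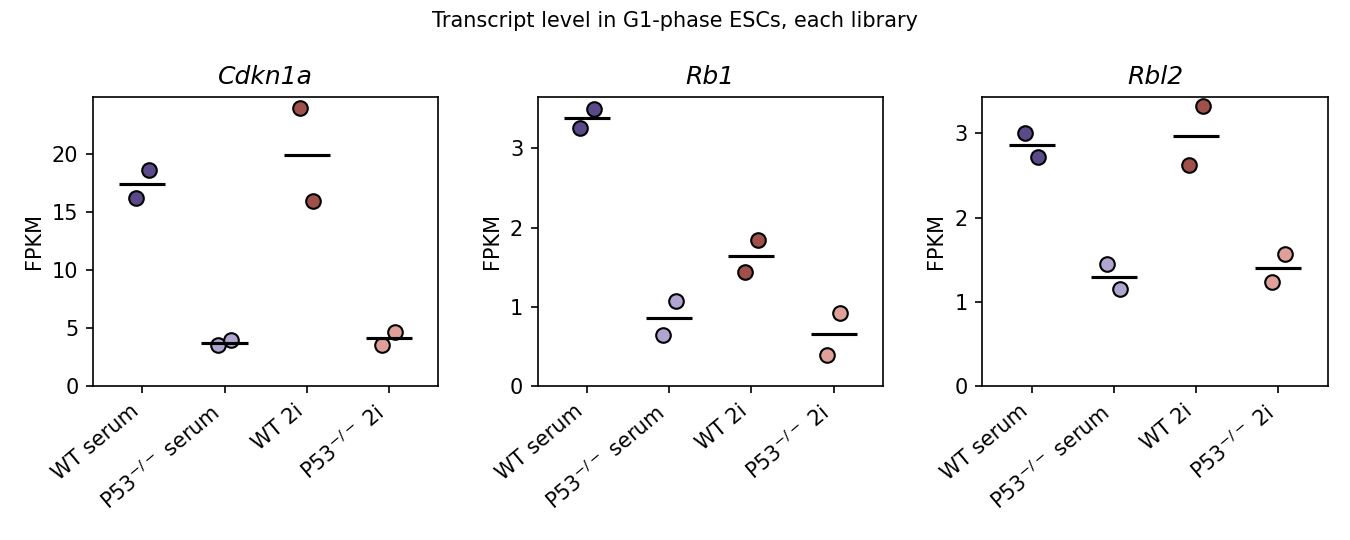
FPKM (y axis, from 0) of *Cdkn1a*, *Rb1* and *Rbl2* in each library, by genotype and culture, with a line at the mean of the 2 libraries. In each panel both P53-/- points lie below both WT points of the same culture, as for *Rb1* in serum, with 0.65 and 1.08 against 3.26 and 3.5.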

We found that in P53^−/−^ ESCs, the *Rb1* and *Rbl2* transcripts that encode RB and P130, respectively, are decreased compared with WT ESCs (Figure 3A). The pocket proteins RB and P130 are well known to be involved in the control G1-phase progression in 2i ESCs by inhibiting the activity of the E2F transcription factors (Ter Huurne et al., 2017) and are themselves downstream targets of the CDK/CYCLIN pathway. P53 ChIP-seq in 2i ESCs showed that P53 binds to the Transcriptional Start Site (TSS) and gene body of *Rb1* and to the gene body of *Rbl2*. Integrating analysis of RNA-seq, ChIP-seq, and Capture HiC data (Joshi et al., 2015) revealed that the P53 binding sites interact with the TSS of *Rb1* and *Rbl2*, suggestive of a direct transcriptional regulation (Figure 3C).

Although the expression of these pocket proteins was drastically reduced both in serum as well as in 2i conditions after P53 knockout, inactive hyper-phosphorylated RB was the predominant form in serum ESCs, whereas hyper-, as well as active hypo-phosphorylated RB, could be detected in 2i ESCs (WT was shown previously [Ter Huurne et al., 2017]) (Figure 3D). Since the cell cycle distributions of asynchronously growing WT and P53^−/−^ 2i ESCs are different, we next determined RB protein levels throughout the cell cycle in WT and P53^−/−^ serum and 2i ESCs. The result showed a clear reduction of RB expression in P53^−/−^ ESCs and furthermore showed that the fraction of hypo-phosphorylated RB was higher in 2i than in serum G1 cells (Figure 3E).

Taken together, our data strongly suggest that P53 directly activates the transcription of the pocket proteins RB and P130, thereby elongating G1 phase in 2i ESCs. Due to increased ERK-/CDK/CYCLIN-signaling, RB is constitutively hyper-phosphorylated in serum ESCs and the deletion of P53 has a minor effect in these cells (Figure 3F).

## Discussion

Rapid proliferation is a hallmark of pluripotent stem cells and has intrinsically been associated with their unique cell cycle (Vallier, 2015). A truncated G1 phase is fundamental to the cell cycle of ESCs and is reflected by their smaller size when compared with somatic cells (Hindley and Philpott, 2013). The shortened G1 phase is accompanied by the impairment of pathways that control genomic integrity during G1 phase in serum ESCs (Hong et al., 2007). However, the long-standing notion that ESCs have a shorter G1 phase compared with somatic cells was mainly based on studies performed in serum-cultured ESCs (Ballabeni et al., 2011, Stead et al., 2002). Recently, we and others have shown that 2i ESCs have a much longer G1 phase compared with serum ESCs (Cannon et al., 2015, Ter Huurne et al., 2017). How these differences in cell cycle between serum and 2i ESCs affect the biological processes that take place during G1 phase has remained unclear.

P53 is well known for its pivotal role in induction of G1-arrest to protect genomic integrity. Early studies in serum ESCs have found that although P53 is highly expressed, it cannot act as a regulator of G1 phase progression due to functional uncoupling of the P53/P21 axis (Suvorova et al., 2016). The elevated expression of P21 and the identification of the elongated G1 phase led us to hypothesize that the P53/P21 pathway may be activated and extend the G1 phase upon transition of serum ESCs to 2i conditions. The results presented here indicate that P21 expression is indeed regulated by P53. Unexpectedly, however, the elongated G1 phase in 2i ESCs depends on a novel unexplored function of P53 in the cell cycle of ESCs. In serum ESCs, the pocket proteins that inhibit G1-phase progression are lowly expressed and inactivated due to abundant ERK signaling (Ter Huurne et al., 2017). In 2i ESCs, the ERK signaling pathway is, however, inhibited, leading to the activation of the RB-mediated G1 checkpoint. Our results imply that P53 regulates not only the expression of P21, but also the expression of the downstream pocket proteins RB and P130. Since these proteins are not active in serum ESCs, this function of P53 has not been observed in serum ESCs (Figure 3F). By regulating the expression of the pocket proteins, P53 is crucial for the elongated G1 phase in 2i conditions. The loss of P53 does, however, not fully shorten the G1 phase in 2i ESCs to the level of that in serum ESCs, which suggests that other mechanisms are involved as well in regulation of G1-phase progression in 2i ESCs. The lowered ERK signaling and reinstatement of the P53-mediated G1 checkpoint in 2i ESCs suggests that these cells are better able to cope with DNA damaging events, which, however, remains to be shown.

P53 is highly expressed in the early embryo, but its functional role is still elusive. Our findings suggest that in the early embryo where ERK signaling is absent, P53 plays a critical role during G1 phase to restrict rapid cell proliferation by modulating the expression of the pocket proteins. Interestingly, the cellular senescent state that resembles diapause *in vivo* depends on the presence of this family of proteins (Scognamiglio et al., 2016, Ter Huurne et al., 2017). Our observations, therefore, suggest that P53 plays a role in diapause. Possibly, P53 is highly expressed in early rodent embryos in order to induce diapause in response to stressful conditions.

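Hand-written lists of developmental genes were tested in the same way as the apoptosis list. Of 57 angiogenesis genes tested, 12 were called as lower in P53-/- 2i, where 3.4 were expected (one-sided Fisher's exact test, adjusted p = 0.000443). They were *Mmp2*, *Id3*, *Col4a1*, *Tek*, *Eng*, *Col18a1*, *Notch4*, *Tal1*, *Col4a2*, *Epha2*, *Klf4* and *Epas1*, with log2 fold changes from −3.10 to −0.94, while *Tgfbr1*, *Ephb4* and *Gata2* were higher. In serum 1 gene, *Eng*, was called as lower (0.503 expected, Fisher's exact test, adjusted p = 0.612). Of 49 genes of nervous system development, 9 were called as lower in 2i (2.93 expected, Fisher's exact test, adjusted p = 0.00731). They included *Notch3*, *Ntn1*, *Ngfr*, *Plxna1*, *Epha4*, *Hes1* and *Tubb3*. In serum none was called and 5 had an unadjusted p under 0.05. In a fit of only the 2i libraries neither list passed, with adjusted p values of 0.0912 and 0.724 from Fisher's exact test, in ranges from 2.18e-06 for angiogenesis and 0.000302 for the nervous system. The nervous system list also missed the threshold with a pseudocount of 1 (adjusted p = 0.0533). The difference between the cultures passed camera for the nervous system list (median interaction −0.22, adjusted p = 0.00267), which also held under fry (adjusted p = 0.0141), and not for the angiogenesis list (median −0.35, adjusted p = 0.0628). The Reactome pathways nearest to these lists did not pass in 2i, with 24 of 191 axon guidance genes (19.7 expected, Fisher's exact test, adjusted p = 0.404) and 8 of 83 genes of VEGF signaling (8.58 expected, adjusted p = 0.795). These pathways were counted in both directions. Counted among falling genes only, as the lists were, axon guidance had 18 genes in 2i (11.4 expected, Fisher's exact test, adjusted p = 0.0923, the lowest in a range up to 0.815) and VEGF signaling 6 (4.96 expected, adjusted p = 0.568). In serum 0 of the axon guidance genes were called, with 20 at an unadjusted p under 0.05, and 2 of the VEGF signaling genes (0.845 expected, adjusted p = 0.414). Neither differed between the cultures under camera (adjusted p = 0.964 and 0.286).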

Besides the differences in cell cycle control between WT and P53^−/−^ 2i ESCs, the RNA-seq data uncovered a large number of developmental genes (among others involved in angiogenesis and the development of the nervous system) that are negatively affected by loss of P53 in 2i conditions. These findings are in line with previous reports that suggest an important role for P53 in differentiation, and imply that P53 is functionally more dynamic in 2i. How P53 regulates the expression of developmental genes in 2i remains to be determined, possibly the differential regulation of the pocket proteins plays a role, considering their role in development and differentiation (Calo et al., 2010, Julian and Blais, 2015).

Altogether, we show that in ESCs, the function of P53 differs depending on the cellular state. In ground state 2i ESCs, P53 is involved in controlling the cell cycle via directly regulating the expression of the pocket proteins.

## Experimental Procedures

### Cell Culture

Mouse ESCs were cultured in serum and 2i conditions, as described previously (Ter Huurne et al., 2017). Media were refreshed every day and cells passaged every 3 days.

### Immuno Blotting

Immunoblotting was performed as described previously (Ter Huurne et al., 2017). Details and information on antibodies can be found in the Supplemental Experimental Procedures.

### Genome Editing Using CRISPR-Cas9

The CRISPR-Cas9 gene editing technology was used to knock out Trp53 (P53), as described previously (Ter Huurne et al., 2017). In brief, FUCCI ESCs were transfected with the CRISPR-Cas9 plasmid containing a guide RNA using lipofectamine-3000. Cells expressing GFP over background were single cell sorted, and approximately 7 days thereafter, colonies were picked for expansion.

### Flow Cytometry

For cell cycle analysis, cells were prepared as described previously (Ter Huurne et al., 2017) and subsequently analyzed using a FACScalibur or FACSverse flow cytometer (Becton Dickinson). The BD FACS Aria cell sorter was used to sort FUCCI ESCs from different phases of the cell cycle. Cells without reporters and cells without BrdU incorporated were used as negative controls to set the gates.

### qRT-PCR and RNA-seq

Total RNA were extracted using the RNeasy Mini Kit following the manufacturer's protocol. Reverse transcriptase and random primers (p(dN)_6_) or Oligo(dT)_12-18_ primers were used for reverse transcription. Real-time qPCR was performed using the SYBR Green Supermix. Gapdh primers (Fwd: TTCACCACCATGGAGAAGGC, Rev: CCCTTTTGGCTCCACCCT) were used to normalize the expression. P21 and P27 primers have been described before (Teratake et al., 2016). RNA-seq sample prep and analysis can be found in the Supplemental Experimental Procedures.

### ChIP-seq

ChIP-seq samples were prepared as described previously (Ter Huurne et al., 2017). In brief, ESCs were fixed using 1% formaldehyde for 10 min at room temperature. After quenching using 1.25M glycine, cells were lysed using 1% SDS and sonicated then diluted in 1x PBS containing 0.5% Bovine Serum Albumin. Diluted chromatin containing 30μg DNA was incubated with 15μg P53 antibody and 60μL pre-blocked beads at 4°C overnight. After subsequent washing steps using TE buffers, beads were eluted in 200 μL elution buffer (1% SDS, 0.2M NaCl, 0.1μg/μL Proteinase K) at 65°C thermo shaker 1000 rpm for 20 min. Supernatants were purified with MinElute PCR Purification Kit; 1 to 5 ng of DNA was used for library construction with the KAPA Hyper Prep Kit. Details and information can be found in the Supplemental Experimental Procedures.

## Author Contributions

M.t.H., T.P., and H.S.G. conceived the study and wrote the manuscript. M.t.H. and T.P. performed experiments. M.t.H., T.P., and G.Y. analyzed the data. G.v.M. generated and analyzed the proteomics data. H.M. contributed to the study design and helped draft the manuscript. Funding was obtained by H.G.S.

How the deposited data were processed for this re-analysis (not part of the article)

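RNA-seq was analysed for G1-phase sorted WT and P53-/- R1 FUCCI ESCs in serum and 2i, 4 groups of 2 libraries. The labels give ribosomal RNA depletion, reverse transcription with random primers and stranded libraries of total RNA. The authors deposited 1 table of FPKM values, with 1 column per library and 1 line per gene symbol. How reads were aligned and counted, and on which genome build and annotation, is not named in the paper's text or the labels, and the supplemental procedures were not available. Scaling by length and by mapped fragments is therefore the authors', and no further scaling was applied before the main tests.

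The columns name genotype and culture only. Libraries were grouped by these names, and numbers within a group follow the order of the columns. No replicate number or clone was assigned. P21-/- ESCs and the WT 2i libraries sequenced for comparison with them have no columns in the table and were not analysed here. The ChIP-seq experiments were not analysed here.

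Of the 24881 symbols, 6501 had no value above 0 and 98.2% matched a gene of GENCODE M21 (GRCm38), from which positions, transcript lengths, GC content and gene types were taken. Symbols were matched by name. The 1311 small RNA genes took 92.6% to 99.4% of the FPKM sum of a library, which ran from 6,700,000 to 80,310,000, and without them the sums ran from 429,000 to 494,000. Median-ratio scaling factors of the libraries lay between 0.9875 and 1.028. Depth was estimated from low values: the FPKM of a gene with 1 transcript is a whole multiple of a step set by its length and the number of fragments, and the most frequent step gave the number of fragments of each library. Such estimates carry a factor common to all libraries when the annotations differ, and they give counting error no interval. None of 12 housekeeping genes was at 0 in a library, while 101 genes with a mean FPKM of 20 or more had a 0 in a library, 94 of them small RNA genes.

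Tests used limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1) for the 12572 genes with a mean FPKM of at least 0.5. A single fit held the 4 groups, eBayes was run with a trend, and p values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.1 and a fold change over 1.5, the thresholds the paper states. The contrasts were P53-/- against WT in 2i and in serum, their difference (the interaction), and WT 2i against WT serum. Count models were not used, since FPKM values are not counts. Values within a group are given as mean ± SD of FPKM. With 2 libraries per group no exact test on 1 gene can pass 0.05, and leaving out 1 library leaves an arm with 1, so that only the fold change was recomputed.

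The genes named are the 14 of Fig. 3A and *Trp53*. For each P53 contrast they include the 5 largest rises and the 5 largest falls among called genes with a mean FPKM of at least 1 whose P53-/- libraries all lay on one side of WT, and for the interaction the 3 largest in each direction, with that separation in at least 1 culture. Called members of the lists are given by symbol, though not all of them. Lists of 50 P53 target genes, 70 apoptosis genes, 85 angiogenesis genes and 108 genes of nervous system development were written by hand, and the 97 S-phase and G2/M genes are those of the Seurat package. The lists and 5 mouse Reactome pathways were tested with a one-sided Fisher's exact test against all genes tested, and the 20 list tests were adjusted together, with a threshold of 0.05. The P53 target, apoptosis and developmental lists were counted among genes that fell, the other sets among all called genes. For the interaction, camera (preset correlation 0.01) and fry were run over 10 sets. Principal components and figures were computed in R and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

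The tests, thresholds, lists and alternatives were set before the data were examined, apart from the alternatives marked below. The alternatives were pseudocounts of 1 and 0.01, all genes above 0 in any library, a mean FPKM of at least 1, median-ratio scaling, quantile normalization, fits of the compared groups only, eBayes without trend, an adjusted p under 0.05, camera and fry for the lists, the 500 most variable genes or scaled genes for the principal components, and each library left out in turn. A fit without small RNA genes and a fit of values centred on the median of each chromosome in each library were added after the values had been seen, as was a count of 3 Reactome pathways among falling genes only. The pipeline was tested on simulated data of the same layout, in which 172 of 200 genes changed by 2 on the log2 scale were called (86%), all in the right direction, with a median estimate of 1.98. In that test, 14 unchanged genes were called in the changed culture and 1 in the other, out of 12363 genes tested.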

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

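For this part, the comparison of *Rb1* with its chromosome, the tests of chromosome X and of Y-linked genes within WT 2i, the split of small RNA spread by culture and the share of small RNA in WT 2i were chosen only after the results were seen.

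The effect of P53 loss differed between 2i and serum in 26 genes by the interaction test. Among these, 9 were small RNA genes, all listed at 0 in both WT 2i libraries. *Mir34a* and *Mir24-2* were listed at 0 in all 4 libraries in 2i, so that their interaction is a fall in serum alone. The other 7 had values above 0 in both P53-/- 2i libraries. The named ones are *Snord45b* (limma adjusted p = 0.000317), *Snord37* (limma adjusted p = 0.000401) and *Snora61* (limma adjusted p = 1.2e-06). Over the alternatives their adjusted p stayed at or under 0.00693. Fragments of such short genes give very large FPKM values, and recovery of short RNA can differ between preparations. A first test asked for a spread of small RNA genes between libraries at least 2 times that of other genes of similar level in every group, which did not come out. Split by culture, the spread was at least 2.8 times as large in serum (18.6 times in WT serum) and at most 1.1 times in 2i. A spread within groups does not show whether recovery differed between the WT and P53-/- preparations, so that uneven recovery cannot be told apart from other causes. *Snord45b* alone had 92000 and 215000 FPKM in the P53-/- 2i libraries. Transcription of the host genes is argued against. The 5 host genes tested had a median interaction of −0.5, with a highest value of 0.06. A loss of all small RNA genes in WT 2i is also argued against. They took at least 93.4% of the FPKM sum in the WT 2i libraries and at most 93.2% in P53-/- 2i. Genes with the largest values set this share, so it says little about the other small RNA genes. For the 7 genes, a loss limited to part of the small RNA genes in WT 2i stays open. So does an effect of culture and P53 on the genes themselves. Without small RNA genes, 40 genes passed the interaction test, 17 of them among the 26.

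Among the interaction genes that encode proteins, *Anxa8* (−5.11), *Adam23* (−4.34) and *Dapk1* (−3.53) fell most in 2i relative to serum on the log2 scale. The interaction of *Adam23* ran from −5.24 to −2.05 over the alternatives and that of *Dapk1* from −4.09 to −1.73, and both passed in each, scaling alternatives included. Normalization is therefore an unlikely cause for these genes. The size of the interactions depends on the pseudocount, since the P53-/- 2i libraries had at most 0.205 FPKM of either gene. *Anxa8* is less firm. It was listed at 0 in P53-/- serum and had 0.457 and 0.164 FPKM in WT serum, which leaves little room for a fall in serum. It did not pass with a pseudocount of 0.01 (−4.47, limma adjusted p = 0.343) or with a mean FPKM of at least 1 (limma adjusted p = 0.136). *Anxa8* lies on chromosome 14, and centring on chromosome medians gave −5.05. An effect of P53 on *Adam23* and *Dapk1* that depends on culture stays open as a hypothesis. Leaving out single libraries was not run for the interaction.

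The nervous system list also differed between cultures (camera adjusted p = 0.00267, fry adjusted p = 0.0141). Its median interaction was −0.22, with 33 of 49 genes below 0. None of its genes passed the interaction test by itself, and 12 had an unadjusted p under 0.05. In serum alone the genes showed no direction, with a camera adjusted p of 0.953. The Fisher's exact test in 2i did not pass with a pseudocount of 1 (adjusted p = 0.0533), so low values may contribute to the excess there. No biological explanation was tested beyond the culture itself.

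Chromosome 14 as a whole was lower in the first-listed P53-/- library of each culture, which the paper does not discuss. The median log2 ratio of its 341 genes to the WT mean was −0.33 in P53-/- 2i library 1 and −0.33 in P53-/- serum library 1, against −0.10 and 0.03 in the second-listed libraries. All 9 segments of the chromosome were below 0 in both first-listed libraries. GC content and gene length are argued against, since the medians after correction were −0.34 and −0.36. Among 10000 random sets of genes of similar level, 0 were as low in either library, but the same held for P53-/- 2i library 2 at −0.10, so that this test responds to small shifts. P53-dependent genes on the chromosome cannot be told apart from other causes by the genes not called in either culture (medians of −0.28 in 2i and −0.32 in serum), since a shift of this size is too small for a call. They would be due to fall in the second-listed libraries as well, of which there is 1 per culture. The shift held in each of 3 sets of its genes by expression level, with the smallest at −0.26. This is consistent with fewer copies of chromosome 14 in part of the cells, a candidate explanation that RNA levels alone do not settle. The table does not say whether the first-listed libraries come from the same clone. Other chromosomes also shifted, and in the second-listed libraries the largest medians were 0.28 and −0.28 in 2i (chromosome 5 and chromosome 11, which carries *Trp53*) and −0.28 in serum (chromosome 9). *Rb1* lies on chromosome 14, and the shift does not account for its fall. Beyond the chromosome's median, *Rb1* was lower by at least 0.68 on the log2 scale, from −0.68 to −1.91 over the 4 P53-/- libraries.

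*Eif2s3y*, on chromosome Y, had 8.04 and 8.48 FPKM in WT serum and was listed at 0 in the 4 P53-/- libraries. *Ddx3y*, *Uty* and *Zfy1*, the other Y-linked genes with a value, were also listed at 0 there. Low depth is argued against, because at the WT mean of the same culture at least 276 fragments of these 4 genes would be due in each P53-/- library. In 2i this mean rests mostly on WT library 2, and fewer would be due at the level of WT library 1. In serum, where the WT libraries had similar values of *Eif2s3y*, at least 585 would be due. P53-/- cells with a second X chromosome are argued against too, since the largest median log2 ratio of chromosome X in a P53-/- library was 0.09. In WT 2i, library 1 held at most 9.07% of the level of library 2 (*Eif2s3y*, 1.66 against 18.3). Loss of chromosome Y from the P53-/- cells, and from part of the cells of that WT culture, may explain these values. Transcription of Y-linked genes that needs P53 cannot be told apart from it, since all P53-/- libraries lie on one side and DNA was not measured. The 2 Y-linked genes named among the largest falls are therefore not evidence of regulation by P53.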

How the results depend on the processing

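No paired analysis was possible because the columns carry no replicate number and no clone. The alternatives with a replicate block were therefore not run, nor were those for P21-/- ESCs, which have no columns, or a fit of only the compared groups for the interaction, which needs all 4 groups. Centring on chromosome medians was not run for the principal components. The fits without small RNA genes and with centred chromosomes were chosen after seeing the data. Leaving out single libraries was not run for the numbers of called genes, the lists or the interaction.

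In 2i more genes were called than in serum under every alternative. Over the alternatives at the stated thresholds other than fits of single cultures, the numbers were 1163 to 1407 in 2i and 90 to 187 in serum. With only the libraries of 1 culture they were 193 and 37, and 20 were shared. That fit has fewer libraries to estimate the variance from. At an adjusted p under 0.05 they were 771 and 73. The shared genes otherwise numbered 66 to 117. Interaction genes numbered 66 with a pseudocount of 1, 40 without trend, 40 without small RNA genes and 48 with centred chromosomes, and 25 to 38 under the rest; the cause was not tested. WT 2i against WT serum gave 6461 to 8096 genes. The ratio of PC2 distances kept within 1 SD, from 2.23 to 3.29, and from 1.73 to 3.56 with 1 library left out.

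The P53 target and apoptosis lists passed in both cultures under every alternative run. The cell cycle lists in 2i did not pass with quantile normalization (0.338), with the 2i libraries only (0.467), without trend (0.178), without small RNA genes (0.0697) or with centred chromosomes (0.191), and in serum they passed under fry (2.57e-05). In 2i with the 2 groups only, angiogenesis (0.0912) and the nervous system (0.724) did not pass, nor did the latter with a pseudocount of 1 (0.0533). The nervous system list in serum pointed up under camera (0.953). Reactome sets that did not pass Fisher's exact test passed others. Under fry these were the cell cycle (1.23e-06 in 2i, 3.32e-05 in serum), apoptosis (8.05e-07 and 3.18e-05), axon guidance (4.95e-07 and 0.0295), VEGF signaling (2.07e-06 and 0.00117) and nucleosome assembly in 2i (0.000385), and under camera the cell cycle in 2i (0.00119). Fry tests whether the genes of a set change at all and not whether they change more than others. Within each culture, its form for changes in either direction was used for the cell cycle lists and the Reactome sets. For the other lists its form for a shared direction was used. For the list results, the cause was not tested.

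*Rb1* passed in 2i with a pseudocount of 1 (−0.69, adjusted p = 0.0933), without small RNA genes (−1.29, 0.0849) and with centred chromosomes (−1.11, 0.0987), and in serum under the same alternatives (−1.24, 0.0689; −1.88, 0.0909; −1.77, 0.0974), all from limma. Without small RNA genes fewer genes were tested. Over all alternatives its limma adjusted p ran from 0.0849 to 0.234 in 2i and from 0.0689 to 0.223 in serum. *Rbl2* in 2i did not pass with the 2i libraries only (−1.03, 0.173). With 1 library left out, *Rb1* ran from −1.82 to −0.75 in 2i and from −2.21 to −1.56 in serum, and *Rbl2* from −1.20 to −0.86 and from −1.25 to −0.94. Of the Fig. 3A genes, 1 passed in 2i with the 2i libraries only, and 2 passed in serum with a pseudocount of 1, without small RNA genes or with centred chromosomes. The cause was not tested.

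Among single genes, signs that changed belonged to genes near 0. In 2i these were *Ccne1* (−0.08 with quantile normalization), *E2f2* (0.08 with quantile normalization) and *Myc* (0.07 with a pseudocount of 0.01, 0.15 with quantile normalization, 0.08 with centred chromosomes), and in serum *Cdkn1b* (−0.08 with centred chromosomes). With 1 library left out the genes whose sign depended on the library were *Ccne1* (−0.18 to 0.32), *E2f2* (−0.25 to 0.14), *E2f4* (−0.16 to 0.15), *E2f7* (−0.76 to 0.06) and *Myc* (−0.98 to 0.95) in 2i, and *E2f2* (−0.01 to 0.28), *E2f7* (−0.27 to 0.29) and *Myc* (−0.20 to 0.14) in serum; the cause was not tested. Of 544 values of named genes recomputed with all libraries, 498 kept direction and call, 33 no longer passed, 7 newly passed and 6 changed sign. Of 200 with 1 library left out, 177 moved by less than 1 SD. The depth limits the low genes most, with about 18 estimated fragments for *Rb1* in its lowest library.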

Differences from the paper's values

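In serum 128 genes were called, against the paper's 321. None of the alternatives set before the data were examined closed the gap, and neither did the added ones, of which the fit without small RNA genes came to 187. The 2 sets shared 91 genes, against the paper's 175. None of the alternatives set before the data were examined closed this gap, and the fit without small RNA genes, chosen after seeing the values, came within 1.5 times with 117. Of the serum genes 111 fell and 17 rose, against the paper's about 240 and about 82 in Fig. 2B, read by eye. As fractions of the genes tested, 0.883% fell and 0.135% rose past 1.5-fold in serum, against the paper's about 2.0% and about 0.7% in Fig. 2D, read by eye. PC2 held 10.9% of the variance, against the paper's about 5.1% in Fig. 2A, read by eye. For the serum falls and rises, the serum fractions and the variance, no alternative that was run closed the gap.

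The paper counts *Rb1* among the genes differentially expressed in 2i, and here its limma adjusted p over all genes tested was 0.102. It was called with a pseudocount of 1 (limma adjusted p = 0.0933, in a range over the alternatives from 0.0849 to 0.234), and with 2 alternatives chosen after seeing the values, without small RNA genes (0.0849) and with values centred on chromosome medians (0.0987). The paper describes lower *Rb1* and *Rbl2* in serum. Both fell here, with limma adjusted p values of 0.13 and 0.15 over all genes tested. *Rb1* was called in serum under the same 3 alternatives (0.0689, 0.0909 and 0.0974) and *Rbl2* under none. Adjusted over the list alone, both were called in both cultures.

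The paper ranks cell cycle processes first among the enriched terms in 2i and finds none in serum. In the Fisher's exact test the cell cycle lists in 2i (adjusted p = 0.0281) came after the P53 target, apoptosis, angiogenesis and nervous system lists. That order does not compare like counts, since these 4 lists were counted among falling genes only and the cell cycle lists in both directions. Under camera (5.76e-09) the cell cycle lists came after the P53 target list only. Under fry (1.43e-05) they came before these 4 lists, but by unlike forms of the test. Fry tested the cell cycle lists for changes in either direction and these 4 lists for a change in a shared direction. In serum the cell cycle lists passed under the either-direction form of fry (2.57e-05). Fig. 2E shows nucleosome assembly among the serum terms. Here 0 of 40 genes of the Reactome pathway of that name were called in serum, with 5 at an unadjusted p under 0.05. The Reactome pathway is not the GO term, so these counts do not test the paper's result. The 65 histone genes, chosen after the results were seen, had a median log2 fold change of −0.32 in serum. Of them, 5 were above 0 and 0 were called. The WT 2i libraries lie close together in Fig. 2A and lay at −21.9 and −60.5 on PC2 here.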

Other observations

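For this part, the comparison of chromosomes between the P53-/- cultures and the test of histone genes were chosen only after the results were seen.

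WT 2i and WT serum differed in 7008 genes, 3418 higher and 3590 lower in 2i. Of the 14 genes of Fig. 3A, 9 were called, all lower in WT 2i. They were *Rb1* (limma adjusted p = 0.0663) and, from a log2 fold change of −1.58 downward, *E2f4*, *Ccne1*, *Ccne2*, *E2f3*, *E2f2*, *E2f7*, *Ccnd2* and *Myc*, the last with −5.58 (standard error 0.53, limma adjusted p = 0.000116). *Rbl2* had 0.05 (limma adjusted p = 0.886) and *Cdkn1b* −0.21 (limma adjusted p = 0.171).

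In the comparison of WT 2i with WT serum, the median log2 ratio of 5 chromosomes lay beyond 0.3 in size: −0.34 for chromosome 1, 0.31 for chromosome 6, 0.34 for chromosome 7, −0.35 for chromosome 12 and −0.65 for chromosome 13. After correction for GC content and transcript length, chromosomes 6 (0.39) and 13 (−0.42) kept their shift, which argues against such a bias as the whole cause there. For chromosomes 1 (−0.11), 7 (0.16) and 12 (−0.19) the correction removed part of the shift, and a bias of this kind cannot be told apart from other causes, because the corrected medians lie between the levels that would decide it. In P53-/- 2i against P53-/- serum the corrected medians were 0.41 for chromosome 6 and −0.36 for chromosome 13, which argues against a change of the WT cultures alone for these chromosomes. For chromosomes 1 (−0.2), 7 (0) and 12 (0.02) the corrected medians in P53-/- do not decide it. A difference between the cultures may underlie the shifts of chromosomes 6 and 13, by regulation or by chromosome copies in cells kept in either medium, and the table does not tell which. The WT 2i libraries also differed from each other, with 6 chromosomes beyond 0.2 and a largest median of −0.30 (chromosome 12). In WT 2i library 1 against library 2, chromosome 6 had 0.29 (0.33 after correction) and chromosome 13 had −0.22 (−0.17 after correction). The size of their shifts in WT therefore depends in part on the library. The largest median between the WT serum libraries was −0.05.

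The rise of G2/M genes in P53-/- 2i was compared with the histone genes, which are transcribed with replication. A larger share of S-phase cells among the sorted P53-/- cells would raise them together with the S-phase genes. The 65 histone genes had a median log2 fold change of −0.17 in 2i, with 21 above 0, and of −0.32 in serum, with 5 above 0. The S-phase genes rose in 2i, with 5 of 43 below 0, and in serum their median was −0.06 while the histone genes fell. The histone genes thus do not follow the S-phase genes, and more S-phase cells among the sorted P53-/- cells cannot be told apart from other sources of the rise. Cells in G2/M phase among the sorted cells and a change of these transcripts within G1 phase also stay open.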
